A study of Mus musculus with 12 samples. Its data were reported in "The meningeal transcriptional response to traumatic brain injury and aging" (2023).

How the data were processed

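Bulk RNA sequencing measured gene expression in the dorsal meninges of male C57BL/6 mice (C57BL/6J for the young) 1.5 months after a mild closed-skull traumatic brain injury (TBI) to the right inferior temporal lobe, or after a sham procedure of anaesthesia without impact. Young mice were 10 weeks old and came from a commercial supplier, whereas aged mice were 20 to 24 months old and came from colonies of the National Institute on Aging, which descend from those of the same supplier, and spent at least 2 months in the local facility before use, so that supplier and age could not be separated. After perfusion with saline the dorsal meninges were scraped from the skullcap, and the site of injury was not part of the sample. Each of the 12 libraries was a pool of 2 mice by the methods, or 2 to 3 by the legends, with 3 libraries in each of 4 groups named Young Sham, Young TBI, Aged Sham and Aged TBI. The library is the unit of replication throughout.

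The deposited table held raw counts per gene, for which the authors aligned paired-end reads to mm10 with HISAT2, removed duplicates and uninformative reads, filtered with SAMtools and counted with HTSeq. The versions of these tools, the annotation release and the strand setting of the counting were not given in the sources used here. Reads of antisense or overlapping genes, and of near-identical copies such as immunoglobulin variable segments and H2-Q genes, may therefore have been split between them, and values of such genes are uncertain. The table had 55385 rows, of which 19413 held no count, and 12 columns of values, of which 0 were left unused. Gene coordinates, on GRCm38, came from GENCODE release M21 by a unique name match for 53281 rows (96.2% of rows, 99.37% of counts). Total counts per library ranged from 8092374 to 16087717, a 1.99-fold range. A count of 0 allows up to 3 counts, and such floors cover counting error only.

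Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 4 groups, which left 18238 genes holding 99.81% of counts and set aside 37147. Libraries were scaled by TMM (factors 0.969 to 1.036). A single quasi-likelihood fit with a mean per group (common dispersion 0.0151) gave 5 contrasts, namely injury within young mice, injury within aged mice, age among sham mice, age among injured mice, and the difference of the injury effect between ages (the interaction). P-values were two-sided and adjusted by Benjamini-Hochberg over all genes within a contrast, and genes were called at an adjusted p under 0.1, the threshold of the study. The study itself used DESeq2, which was run here as an alternative. Levels are given as mean CPM (counts scaled by the TMM effective library size) ± SD with n = 3 libraries per group, and changes as log2 fold changes ± standard error. Recovery was tested on simulated counts with 200 changed genes per contrast, drawn from those with a mean of at least 1 CPM. At a 2-fold change 88.1% of them were recovered for injury in young mice, 77.6% for injury in aged mice, 77.6% and 79.1% for age among sham and injured mice, and 61.2% for the interaction. At a 1.5-fold change the shares were 58.2%, 56.7%, 62.7%, 56.7% and 23.9%. The simulated counts were drawn independently for each gene, with no library standing apart. The shares hold for such counts and may not hold for the real libraries.

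Each of 46 gene lists was tested in the 5 contrasts with camera of limma 3.58.1 on voom log2 CPM, with a preset inter-gene correlation of 0.01, and adjusted over all 230 tests. The number of members called over all genes, the number called when p-values are adjusted over the list alone, camera with the correlation estimated for each list, and fry were also computed for each list, and are given for the lists described in more detail. The estimated correlation ended all 99 calls made with the preset value (0 held), and fry called 47 of the 99 in the same direction. Of the lists, 4 were genes named by the study from these same libraries, and those are not independent evidence. The others covered immunoglobulin, plasma cell, interferon, antigen presentation, collagen, matrix, junction, stress, immediate early, cell cycle, cytokine, complement, imprinted, senescence and oxidative phosphorylation genes, and markers of cell types that a scraped meningeal sample could hold, among them immune cells, blood cells, fibroblasts, vessels, nerve, choroid plexus, pineal gland, pituitary, brain, bone, muscle, fat and skin. They were written after the paper was read, and several hold genes that it named, such as Ighm, Ifit1, Col4a1, Jup and Zap70. Tests of such lists are therefore not independent of the results of the study either.

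Genes named in the text followed a rule. For each contrast it took the 8 called genes with the largest rise and the 8 with the largest fall that had a mean of at least 1 CPM in the higher group and no overlap between the 3 and 3 libraries, setting predicted genes and pseudogenes aside. It then took up to 2 called members of each list in each direction, and all genes named by the study. The gene lists, this rule, the design and the alternatives were fixed after the paper was read but before the data were examined, except for DESeq2 on every gene with a count and the choroid plexus level of each library as a covariate, which were added afterwards. Nnt was named for a test before its values were seen, and other genes outside the rule are said to have been chosen after theirs were seen.

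Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes. The share of the variance of these genes taken by age, injury and their interaction was tested by exact permutation of labels. The alternatives were DESeq2 size factors, library totals alone, TMM without immunoglobulin, haemoglobin and mitochondrial genes, no filter, a filter of 1 CPM in 3 libraries, DESeq2 1.42.0, limma voom, a fit of only the 6 libraries compared, an adjusted p under 0.05, thinning of every library to the smallest total, a replicate block, and each library left out in turn. All splits of 6 libraries into 3 and 3, and 100 relabellings for the interaction, were also refitted. No library was left out of the reported fit. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.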

Results

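Messenger RNA of the dorsal meninges was measured in young and aged male mice 1.5 months after a mild closed-skull TBI or a sham procedure. The 12 libraries fell into 4 groups of 3. Total counts were 10734413, 14766075 and 12216860 in Young Sham 1 to 3, and 10672779, 12779285 and 8092374 in Young TBI 1 to 3. They were 12467317, 14298851 and 12483006 in Aged Sham 1 to 3, and 16087717, 14318713 and 12715456 in Aged TBI 1 to 3. Immunoglobulin genes took 0.067% ± 0.019 of counts in Young Sham and 0.0437% ± 0.0055 in Young TBI, against 0.359% ± 0.016 in Aged Sham and 0.442% ± 0.162 in Aged TBI (SD, n = 3 libraries each).

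Age ordered the libraries along the first principal component, which took 41.9% of the variance and separated all 6 young from all 6 aged libraries. Over the same 500 most variable genes, age took 40.4% of the variance (exact permutation test, p = 0.00216, the smallest of 924 relabellings). Injury took 8.58% (exact permutation within each age, p = 0.045, smallest possible 0.005), and the interaction took 6.47% (p = 0.36 by permutation). The p-value for injury lay above 0.05 without any of 10 of the 12 libraries, at 0.325, 0.165, 0.145, 0.18, 0.365, 0.31, 0.18, 0.215, 0.375 and 0.28 without Young Sham 1, Young Sham 3, Young TBI 1, 2 and 3, Aged Sham 1, 2 and 3, and Aged TBI 2 and 3 in turn.

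**Figure D1:**
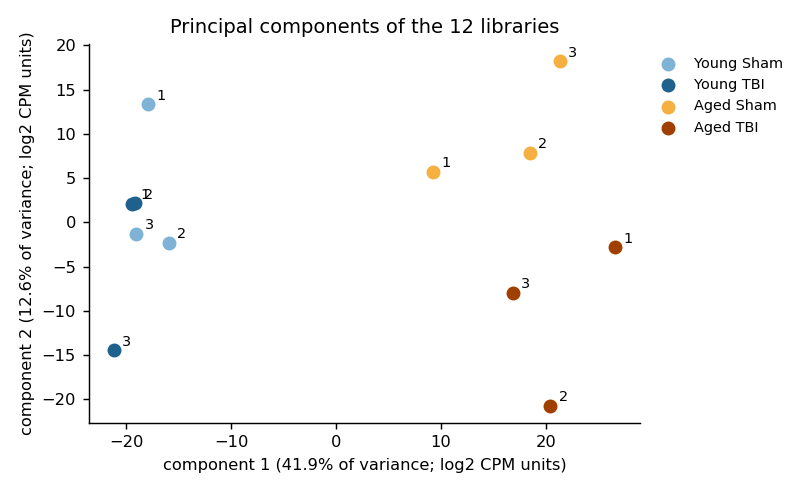
Principal components 1 (41.9% of variance) and 2 (12.6%) of log2 CPM of the 500 most variable genes, where each point is 1 of the 12 libraries, coloured by group and numbered by replicate. The 6 young libraries lie on 1 side of component 1 and the 6 aged libraries on the other.

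The comparison of Aged Sham with Young Sham asked what age does to uninjured meninges. Antibody genes rose with age. Igha, the constant region of IgA, rose from 33.9 ± 15.6 to 381 ± 83.4 CPM (log2 fold change 3.49 ± 0.31, adjusted p = 0.000272, chromosome 12, 113254830 to 113260236), and the IgG gene Ighg2b from 19.5 ± 2.88 to 314 ± 122 CPM (4.01 ± 0.51, adjusted p = 0.00126). Igkc, the kappa light chain, rose from 133 ± 37.7 to 658 ± 22.7 CPM (2.30 ± 0.21, adjusted p = 0.0003, chromosome 6, 70726435 to 70726966). The IgM gene Ighm rose by 2.12 ± 0.35 and Jchain, which joins IgA and IgM units, by 1.91 ± 0.3. All 5 of these genes, named by the study from these libraries and so not independent evidence, were called. Of the 13 immunoglobulin constant genes, 8 rose over all genes tested and 11 when adjusted over the list alone (camera adjusted p = 1.03e-10, adjusted p = 0.107 with an estimated correlation). Among 122 variable segments tested, 63 were called higher and 0 lower in edgeR, such as Igkv5-39 (0.105 ± 0.0272 to 8.3 ± 5.82 CPM, 6.14 ± 0.67) and Igkv3-2 (1.22 ± 0.432 to 37.6 ± 21.6 CPM, 4.97 ± 0.8). The segment Ighv5-6 had 0 counts in Young Sham and 2.48 ± 3.14 CPM in Aged Sham, and its call was lost without Young Sham 2 (adjusted p = 0.104) or Young Sham 3 (adjusted p = 0.12). Plasma cell genes were called higher for 4 of 14 members (5 adjusted over the list alone), led by the B cell coactivator Pou2af1 (1.67 ± 0.28), and B cell markers for 4 of 18 (8 adjusted over the list alone), with adjusted p = 0.00347 and 0.0098 by camera and adjusted p = 0.482 and 0.689 with an estimated correlation.

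Genes of the type I interferon response rose together. All 40 listed members had positive log2 fold changes, and 33 were called over all genes (37 adjusted over the list alone), with a median of 0.67. Ifit1, an antiviral protein that binds foreign RNA, doubled from 30.1 ± 5.1 to 61.8 ± 2.02 CPM (1.03 ± 0.21, adjusted p = 0.0114, chromosome 19, 34640871 to 34650009). The other genes that the study named here, which are not independent evidence, were called as well, namely Ifit2 (0.81 ± 0.13), the interferon regulator Irf7 (0.97 ± 0.21), Ifi213 (1.04 ± 0.17) and the antiviral GTPase Mx1 (1.07 ± 0.23). The list test gave an adjusted p of 1.56e-17 by camera and an adjusted p = 0.462 with an estimated correlation. Antigen presentation genes were called higher for 15 of 22 members (19 adjusted over the list alone, with 1 lower), among them H2-Q7 (1.39 ± 0.19), whose reads may be shared with its near-identical copies, and interferon gamma induced GTPases for 6 of 14 (7 adjusted over the list alone). Their camera adjusted p-values were 2e-10 and 0.000961 (adjusted p = 0.462 and 0.649 with an estimated correlation).

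Markers of several immune cells were also higher. T cell genes were called higher for 19 of 21 members and lower for 1 (20 and 1 adjusted over the list alone), with a median of 1.02, including the surface receptors Cd6 (2.15 ± 0.35) and Cd5 (1.87 ± 0.24). That list gave an adjusted p of 3.98e-11 by camera and an adjusted p = 0.331 with an estimated correlation. Gzmk, a granzyme of memory T cells, rose by 2 ± 0.42, while Gzma, the granzyme of natural killer cells, fell by 1.79 (standard error 0.38). Neutrophil and granulocyte precursor genes were called for 4 of 18 (17 adjusted over the list alone), such as the neutrophil proteases Ctsg (2.4 ± 0.51) and Elane (2.16 ± 0.46), with adjusted p = 3.89e-08 by camera and adjusted p = 0.481 with an estimated correlation. Their mean log2 CPM was 4.207 in Aged Sham 1, below 4.313 in Young Sham 1, and the other Young Sham libraries stood at 2.828 and 3.023. Their summed level was highest in Aged Sham 3 (1628 CPM), against 590.7 and 1043 CPM in Aged Sham 1 and 2. The complement component C4b rose from 125 ± 2.75 to 341 ± 106 CPM (1.45 ± 0.18), the chemokine Ccl12 from 3.79 ± 0.618 to 11.4 ± 1.79 CPM (1.58 ± 0.22), and Trem2, a lipid receptor of macrophages, from 21.3 ± 1.53 to 33.7 ± 4.1 CPM (0.66 ± 0.14). Of the lists that held these genes, complement had 7 of 18 called higher and 1 lower (7 and 1 adjusted over the list alone), cytokines and chemokines 7 of 27 higher and 1 lower (16 and 2 adjusted over the list alone), and macrophage genes 3 of 20 higher (7 higher and 1 lower adjusted over the list alone). Camera gave adjusted p-values of 0.0023, 0.000755 and 0.083, and adjusted p = 0.481, 0.481 and 0.798 with an estimated correlation.

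Genes of the extracellular matrix were lower in aged meninges. Col1a1, the main chain of type I collagen, fell from 6296 ± 921 to 2773 ± 127 CPM (−1.18 ± 0.12, adjusted p = 0.000531, chromosome 11, 94936224 to 94953042), and Postn, a matrix protein of repairing connective tissue, from 602 ± 83.2 to 209 ± 60.5 CPM (−1.53 ± 0.24, adjusted p = 0.00369, chromosome 3, 54361109 to 54391037). The elastin crosslinker Loxl1 fell by 0.97 (standard error 0.11), the cartilage protein Cilp2 from 366 ± 14.1 to 96 ± 14.2 CPM, Col6a5 from 173 ± 13.5 to 45.9 ± 11.8 CPM and Nppc, which encodes C-type natriuretic peptide, from 9.23 ± 1.76 to 1.84 ± 1.57 CPM. Of 32 collagens, 16 fell and 4 rose (18 and 5 adjusted over the list alone), with Col25a1 (1 ± 0.16), a membrane collagen of neurons, and Col23a1 (0.73 ± 0.1) among those that rose. Matrix glycoprotein and remodelling genes fell for 21 of 43 and rose for 0 in edgeR (26 and 2 adjusted over the list alone). Camera gave adjusted p-values of 3.22e-06 and 7.19e-11, and adjusted p = 0.259 and 0.385 with an estimated correlation. Fibroblast markers fell for 8 of 16 and rose for 1 (9 and 1 adjusted over the list alone), as for the microfibril protein Mfap4 (−0.89 ± 0.11), with adjusted p = 0.000815 by camera and adjusted p = 0.178 with an estimated correlation. Of the 4 matrix and junction genes named by the study for injured mice, again not independent evidence, Col5a2 was called here (−0.75 ± 0.2, adjusted p = 0.0351), and that call was lost without Young Sham 3 (adjusted p = 0.14) or Aged Sham 2 (adjusted p = 0.104). Col4a1 (−0.37 ± 0.22, adjusted p = 0.33), Col4a2 (−0.27 ± 0.22, adjusted p = 0.495) and the junction protein Jup (−0.31 ± 0.13, adjusted p = 0.162) were not called. Aged Sham 3 held 616 CPM of Col4a1, against 291 and 324 CPM in Aged Sham 1 and 2.

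**Figure D2:**
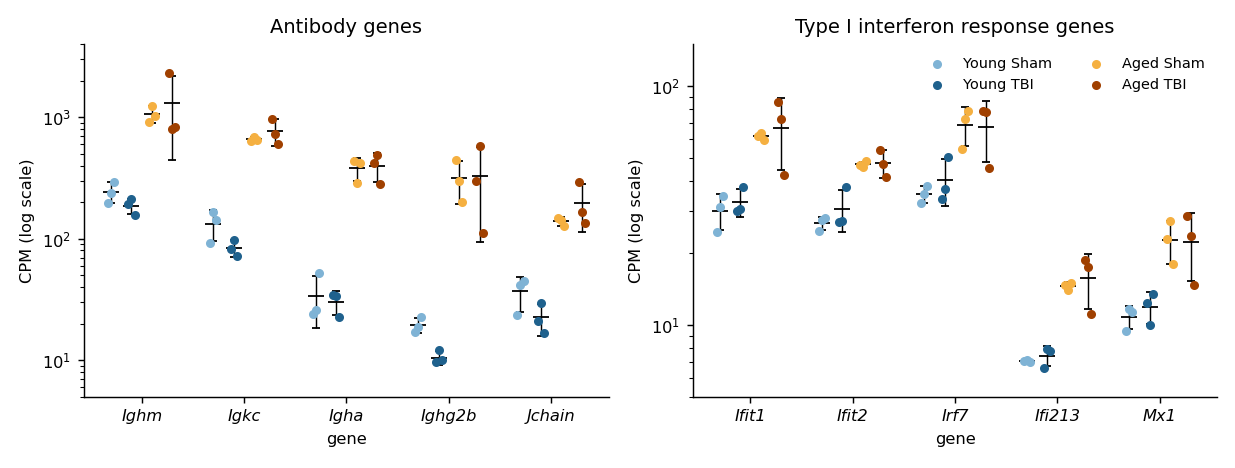
CPM on a log scale of 5 antibody genes and 5 type I interferon response genes in each library, coloured by group, with black marks and bars for the mean and SD of 3 libraries. For Ighm, Igkc, Igha, Ighg2b and Jchain the 6 aged libraries lie above the 6 young ones, and Ighm reached its highest value, 2321 CPM, in Aged TBI 1.

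In all, edgeR called 2845 genes with age in sham mice, 1439 higher and 1406 lower, with a median absolute log2 fold change of 0.49, and 438 of them rose and 100 fell over 2-fold. The 3 libraries of the groups did not overlap for 2690 of the called genes and for 28.4% of all genes tested, where chance gives 10%. Scaling by library totals alone made 66.3% of calls higher in place of 50.6%. The number called higher was 912, 937, 576 and 892 without Young Sham 1, 2 and 3 and Aged Sham 2, and the number lower was 650 without Young Sham 3 and 849 without Aged Sham 2. Other lists also differed by camera with age in sham mice, and none of these calls held with an estimated correlation. They were higher for astrocyte and oligodendrocyte genes (adjusted p = 0.00133, 0.331 with an estimated correlation), megakaryocyte genes (0.00293 and 0.626), arachnoid and pial genes (0.0119 and 0.584) and cell cycle genes (0.0397 and 0.806, with 0 of 30 members called in edgeR). Megakaryocyte genes summed to 236.1 CPM in Aged Sham 3 and 54.26 CPM in Aged Sham 1, whose mean log2 CPM of 1.423 lay below those of Young Sham 1 (1.533) and Young Sham 2 (1.426), and the adjusted p was 0.023 without Aged Sham 3. Lists were lower for heat shock (0.000815 and 0.331), pericyte (0.00525 and 0.482), imprinted and fetal growth (0.0191 and 0.482) and endoplasmic reticulum stress genes (0.025 and 0.609). Bone and cartilage genes were lower by the test (0.0289 and 0.331) with a median of −0.26 but a mean of 0.1, and Ibsp and Spp1 stood at 973 and 2556 CPM in Aged Sham 3 and at most at 86.3 and 378 CPM in the other libraries. The genes named by the study for immune activation were higher (3 of 6 called, 4 adjusted over the list alone, adjusted p = 0.00353, 0.185 with an estimated correlation), and those for matrix and junctions lower (1 of 4 called, 2 adjusted over the list alone, 0.0265 and 0.607), both chosen on these libraries. The 5 study genes for antibody production and the 5 for interferon gave 1.59e-08 and 2.86e-05 (adjusted p = 0.185 and 0.378 with an estimated correlation). The other 19 lists gave adjusted p-values of 0.116 to 0.953, among them choroid plexus at 0.824, cell junctions at 0.599 and senescence at 0.151. Pituitary Gh stood at 1033 CPM in Aged Sham 3 and at most at 9.34 CPM in the other libraries. In injured mice it held 5.17 to 7.47 CPM in Aged TBI and 0 counts in Young TBI, and was not called (adjusted p = 0.523). Cga, also of the pituitary list, rose from 1.28 ± 0.31 to 6.43 ± 0.565 CPM in sham mice (2.33 ± 0.27, adjusted p = 0.000948). In injured mice it rose from 1.58 ± 0.381 to 4.48 ± 1.38 CPM (1.5 ± 0.27, adjusted p = 0.00541). The source of these transcripts was not tested. Gh (6.92 ± 2.33, adjusted p = 0.094), Ibsp (2.56 ± 0.89, 0.092) and Spp1 (2.16 ± 0.71, 0.0793) were all called higher here, and without Aged Sham 3 their adjusted p was 0.584, 0.819 and 0.649. Those calls were lost in 10, 10 and 6 of the 12 refits that left out 1 library. The list calls of endoplasmic reticulum stress were lost without Young Sham 1 (0.126), of cell cycle without Young Sham 2 (0.179) or Aged Sham 2 (0.783), of macrophage genes without Young Sham 1 (0.134), Young Sham 2 (0.127) or Aged Sham 2 (0.132), and of the study genes for matrix and junctions without Aged Sham 1 (0.158). The other 23 of 27 were kept in every such refit. Mean levels overlapped between the Aged Sham and Young Sham libraries for the called neutrophil, megakaryocyte, cell cycle, endoplasmic reticulum stress and bone genes and the study genes for matrix and junctions.

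The comparison of Aged TBI with Young TBI asked the same of injured mice. Antibody genes rose again, in that Igha went from 30.3 ± 6.7 to 397 ± 107 CPM (3.7 ± 0.32), Igkc from 84.1 ± 13.2 to 769 ± 188 CPM (3.19 ± 0.22, adjusted p = 5.72e-05), Ighm from 186 ± 27.4 to 1316 ± 871 CPM (2.82 ± 0.36), Ighg2b by 4.96 ± 0.55 and Jchain by 3.11 ± 0.32. All 13 immunoglobulin constant genes were called higher, also when adjusted over the list alone (camera adjusted p = 4.37e-11, adjusted p = 0.107 with an estimated correlation), as were 77 of 122 variable segments, and 0 were lower in edgeR. Among type I interferon genes 34 of 40 were called (37 adjusted over the list alone), with a median of 0.61, adjusted p = 5.6e-15 by camera and adjusted p = 0.481 with an estimated correlation. Aged TBI 3 stood apart, with a mean log2 CPM of 4.811 for the list against 5.389 and 5.344 in Aged TBI 1 and 2, and lay near Young TBI 3 (4.759). Ifit1 rose by 1.04 ± 0.21, Ifit2 by 0.65 ± 0.13, Ifi213 by 1.09 ± 0.17, Mx1 by 0.92 ± 0.23 and Irf7 by 0.74 ± 0.21, though Irf7 lost its call without Young TBI 1 (adjusted p = 0.153), Young TBI 2 (0.123), Aged TBI 1 (0.13) or Aged TBI 2 (0.113). T cell genes were called for 20 of 21 members, with a median of 1.27 (20 higher and 1 lower adjusted over the list alone, 6.16e-13 by camera, adjusted p = 0.331 with an estimated correlation). The chemokine Ccl8, which draws monocytes, rose from 24.9 ± 2.68 to 83.6 ± 12.9 CPM (1.74 ± 0.16) and Cxcl13, which draws B cells, from 3.34 ± 1.22 to 9.15 ± 0.914 CPM (1.49 ± 0.31). Of the 6 genes that the study named for immune activation in this comparison, all 6 were called, which is not independent evidence (adjusted p = 2.18e-05 by camera, 0.107 with an estimated correlation). They were the IgG gene Ighg2c (8.04 ± 2.3 to 256 ± 17.6 CPM, 5.03 ± 1.09), the T cell receptor kinase Zap70 (1.14 ± 0.16), the chemokine receptor Cxcr6 (1.16 ± 0.2), the caspase Casp12 (0.44 ± 0.09), the complement protease C2 (0.7 ± 0.13) and Cd24a (0.59 ± 0.2, adjusted p = 0.0684). The last was not called without Young TBI 1 (adjusted p = 0.229), Young TBI 2 (0.179), Aged TBI 1 (0.128) or Aged TBI 3 (0.197). Young Sham 2 held 164 CPM of Ighg2c, against 7.53 and 6.06 CPM in Young Sham 1 and 3.

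Matrix genes were lower in aged injured mice as well. The fibrillar collagen Col3a1 fell from 2960 ± 376 to 1242 ± 205 CPM (−1.25 ± 0.18), Col6a3 from 598 ± 97.6 to 247 ± 36.2 CPM (−1.28 ± 0.16) and Postn from 654 ± 94.7 to 210 ± 71.9 CPM (−1.64 ± 0.24), while Thbs1, an activator of TGF-beta, rose by 1.04 ± 0.19. Collagens fell for 20 of 32 and rose for 3 (23 and 5 adjusted over the list alone), and matrix glycoprotein and remodelling genes fell for 25 of 43 and rose for 1 (30 and 1 adjusted over the list alone). Camera gave adjusted p-values of 3.19e-08 and 3.18e-13, and adjusted p = 0.185 and 0.331 with an estimated correlation. The 4 genes that the study named for matrix and junctions were all called, also not independent evidence: the basement membrane collagens Col4a1 (570 ± 62.7 to 306 ± 27 CPM, −0.9 ± 0.22) and Col4a2 (−0.79 ± 0.22, adjusted p = 0.037), the fibrillar Col5a2 (707 ± 96.6 to 380 ± 28.7 CPM, −0.89 ± 0.2) and Jup, or plakoglobin (134 ± 7.6 to 75 ± 6.22 CPM, −0.83 ± 0.13). Their list test gave an adjusted p of 0.000789, and adjusted p = 0.462 with an estimated correlation. The call of Col4a2 was lost without Young TBI 1 (adjusted p = 0.115) or Aged TBI 3 (0.109). Endoplasmic reticulum stress genes fell for 10 of 22 (12 lower and 2 higher adjusted over the list alone), such as the chaperones Hspa5 (−0.46 ± 0.11) and Calr (−0.46 ± 0.09), with adjusted p = 0.000853 by camera and 0.462 with an estimated correlation. Choroid plexus genes fell for 13 of 16, also when adjusted over the list alone (median −1.38, adjusted p = 5.07e-06 by camera, adjusted p = 0.584 with an estimated correlation), such as Kl, the coreceptor of FGF23 (249 ± 107 to 68.3 ± 42.3 CPM, −1.86 ± 0.47). Bpifb6 (7.3 ± 2.99 to 0.906 ± 0.391 CPM, −2.97 ± 0.49) and Bpifb4 (15.6 ± 6.45 to 2.72 ± 1.31 CPM, −2.5 ± 0.44), secreted proteins of the lipid-binding BPI family, had large falls. Both stood high in Young TBI alone. Bpifb6 held 0.567 CPM in Young Sham and 0.622 CPM in Aged Sham, and Bpifb4 0.778 and 2.08 CPM. With age in sham mice edgeR called neither (0.13 ± 0.66 and 1.36 ± 0.57). Krt5, a keratin of skin, was called higher (0.122 ± 0.12 to 16.1 ± 26.2 CPM, 6.86 ± 2.44, adjusted p = 0.0858), with 46.2 CPM in Aged TBI 1, and was not called without that library (0.53), Young TBI 1 (0.223), Young TBI 2 (0.192), Young TBI 3 (0.181) or Aged Sham 2 (0.107).

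**Figure D3:**
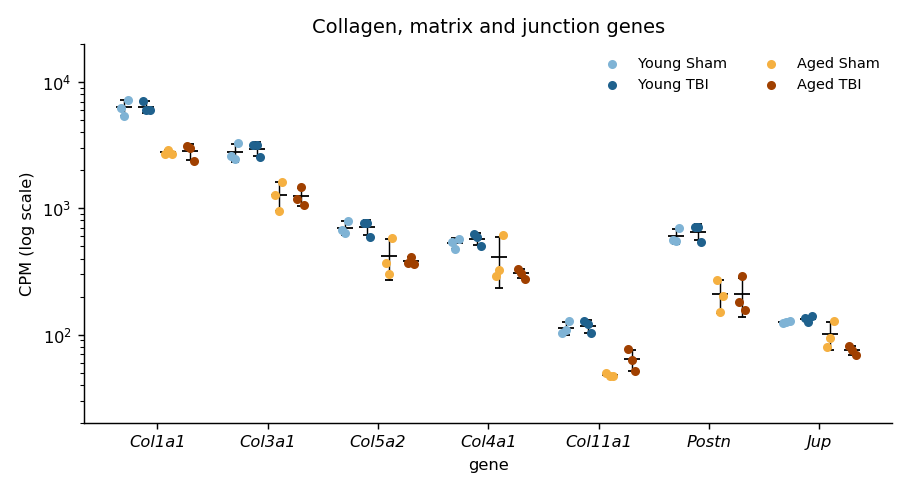
CPM on a log scale of 7 collagen, matrix and junction genes in each library, coloured by group, with black marks and bars for the mean and SD of 3 libraries. Col1a1, Col3a1, Col11a1 and Postn lie lower in all 6 aged than in all 6 young libraries, whereas Col4a1 (616 CPM) and Jup (128 CPM) in Aged Sham 3 lie within the range of young libraries.

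Over all genes, edgeR called 3683 with age in injured mice, 1809 higher and 1874 lower, with a median absolute log2 fold change of 0.44 (459 rose and 212 fell over 2-fold). Libraries did not overlap for 3478 of them, and for 35.1% of all genes against a chance share of 10%. Scaling by library totals alone made 71.8% of calls higher in place of 49.1%. The number higher was 959, 1130 and 1193 without Young TBI 1, Young TBI 2 and Aged TBI 1, and the number lower was 1158 without Young TBI 1. With the choroid plexus level of each library as a covariate, an alternative chosen after seeing the data, 554 genes were called, of which 503 were among the 3683, and in sham mice 2885, of which 2713 were among the 2845. That level itself differed between the injured groups, with a mean log2 CPM of 5.31 in Aged TBI and 6.56 in Young TBI. The covariate thus takes up part of the group difference, and the lower count does not measure how many calls owe to choroid plexus. With age in injured mice, camera also called antigen presentation (adjusted p = 6.37e-10), neutrophil (1.06e-06), mast cell (0.000216), cytokine (0.00147), B cell (0.00196), complement (0.00517), plasma cell (0.00604), interferon gamma GTPase (0.00724), macrophage (0.0138), astrocyte and oligodendrocyte (0.024), megakaryocyte (0.0249) and arachnoid genes (0.0489) higher. It called fibroblast (0.00052), heat shock (0.0054), bone and cartilage (0.0237), oxidative phosphorylation (0.0247), pericyte (0.0351) and imprinted genes (0.0809) lower. For these 18 lists the adjusted p was 0.178 to 0.829 with an estimated correlation. The study genes for antibody production and interferon gave 2.13e-08 and 0.00044 (adjusted p = 0.185 and 0.462 with an estimated correlation), and the other 17 lists 0.105 to 0.932. Calls were lost for interferon gamma GTPases without Aged TBI 2 (0.154), oxidative phosphorylation without Aged TBI 3 (0.119), macrophage genes without Aged TBI 1 (0.268), arachnoid genes without Young TBI 2 (0.162) and imprinted genes without Young TBI 1 (0.108), Aged TBI 1 (0.116) or Aged TBI 2 (0.129), and 24 of 29 were kept in every refit that left out 1 library. Mean levels overlapped between the Aged TBI and Young TBI libraries for the called B cell, interferon gamma GTPase, oxidative phosphorylation, pericyte and choroid plexus genes, with choroid plexus at a mean log2 CPM of 5.969 in Aged TBI 2 and 5.923 in Young TBI 2, and macrophage genes stood at 5.681 in both Aged TBI 3 and Young TBI 3.

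Both age comparisons called 801 genes higher and 817 lower, against 143 and 144 for independent lists, and 3 genes in opposite directions. The comparisons share no library, but 1 fit gave both the same estimate of the spread of each gene. The numbers for independent lists do not allow for this. Fold changes correlated across genes (Pearson r = 0.627, Spearman rho = 0.56), where genes are not independent replicates. The shared genes included Igha, Igkc, Ifit1, Postn and Nppc. The number shared and higher was 427, 511 and 529 without Young Sham 3, Young TBI 1 and Aged Sham 2, and the number shared and lower was 467 without Young Sham 3. A further 2062 genes, Jup and Col4a1 among them, were called in injured mice alone, of which 85.6% had the same sign in sham mice, and 1224 in sham mice alone, of which 86.1% had the same sign in injured mice. Of these, 600 and 284 reached an unadjusted p under 0.05 in the interaction, which the selection of genes on one side of it favours, and 0 were called there in either set. With the choroid plexus covariate, whose level differed between the injured groups, 554 genes were called in injured mice, of which 219 were also called higher and 183 also called lower in sham mice.

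The comparison of Young TBI with Young Sham asked what of the injury remained in young meninges. Bpifb4 rose from 0.778 ± 0.573 to 15.6 ± 6.45 CPM (4.25 ± 0.52, adjusted p = 0.0558, chromosome 2, 153938212 to 153964101), and was the only gene called by edgeR. At an unadjusted p under 0.05 there were 757 genes, or 4.15% of those tested. The call of Bpifb4 was lost without Young Sham 1 (adjusted p = 0.678), Young Sham 3 (0.516), Young TBI 1 (0.142), Young TBI 2 (0.169), Young TBI 3 (0.101) or Aged TBI 2 (0.113). DESeq2 called 9 genes and limma voom 0. Chosen after their values were seen, the DESeq2 calls were Bpifb4, Bpifb6 (3.61 ± 0.54 in edgeR, adjusted p = 2.62e-06 in DESeq2), the glutathione peroxidase Gpx6 (3.83 ± 0.73) and the chemokine Ccl12 (1.15 ± 0.22) as higher. The potassium channel subunit Kcne4 (−1.23 ± 0.23), the heat shock genes Hspa1b (−1.04 ± 0.23) and Dnajb1 (−0.52 ± 0.09), Zfp467 (−0.39 ± 0.07) and the endothelial Egfl7 (−0.32 ± 0.07) were lower there. The secreted mucin Muc5b stood at 0.131 ± 0.114 CPM in Young Sham and 1.2 ± 0.63 in Young TBI (3.12 ± 0.86), and Vmo1 at 0.722 ± 0.118 and 3.4 ± 0.732 CPM (2.23 ± 0.51), both with an adjusted p of 1 and also chosen after their values were seen. Whether the reads of Bpifb4, Bpifb6, Gpx6, Muc5b and Vmo1 came from meningeal cells or from other tissue in the sample was not tested.

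Immediate early genes, the first transcripts of stimulated cells, had lower values in all 21 tested members in Young TBI (median −0.54, adjusted p = 1.31e-07 by camera, adjusted p = 0.523 with an estimated correlation), with 0 members called in edgeR. Young Sham 2 stood apart at a mean log2 CPM of 6.272, against 5.543 and 5.245 in Young Sham 1 and 3, and without it the difference of the group means was −0.19 in place of −0.48 and the adjusted p 0.0371. None of the genes named by the study was called in this comparison, each with an adjusted p of 1. Values were −0.39 ± 0.34 for Ighm, −0.66 ± 0.21 for Igkc, −0.88 ± 0.56 for Ighg2b, −0.15 ± 0.31 for Igha, −0.69 ± 0.32 for Jchain and 0.11 for Ifit1. Camera called 16 lists, 8 higher and 8 lower, and with an estimated correlation 0 of them, at adjusted p-values of 0.331 to 0.909. Higher were mast cell (0.00353), macrophage (0.0042), neutrophil (0.00993), fibroblast (0.0191), skeletal muscle (0.025), dural fibroblast (0.0269), type I interferon (0.039, median 0.11) and complement genes (0.0542). Lower, beside immediate early genes, were heat shock (0.000818), choroid plexus (0.00252), the study genes for antibody production (0.0191), arachnoid and pial (0.025), erythroid (0.0341), keratinocyte (0.0542) and immunoglobulin constant genes (0.065, median −0.39). Interferon genes were not called without Young Sham 1 (adjusted p = 0.444) or Young TBI 3 (0.671), nor immunoglobulin constant genes without Young Sham 2 (0.127), Young Sham 3 (0.326) or Young TBI 2 (0.119). Choroid plexus genes turned to higher without Young TBI 2 (0.879) and were not called without Young Sham 1 (0.253), and erythroid genes turned without Young Sham 1 (0.999) and were not called without Young TBI 2 (0.577). Calls were also lost for complement without Young Sham 2 (0.287), Young TBI 2 (0.123) or Young TBI 3 (0.141), for neutrophil genes without Young Sham 2 (0.784), Young Sham 3 (0.218) or Young TBI 1 (0.889), and for dural fibroblast genes without Young Sham 2 (0.214) or Young TBI 1 (0.117). The same held for skeletal muscle genes without Young Sham 1 (0.123) or Young TBI 3 (0.523), arachnoid genes without Young TBI 2 (0.986), keratinocyte genes without Young TBI 1 (0.252) and the study genes for antibody production without Young Sham 3 (0.168). Heat shock, immediate early, macrophage, mast cell and fibroblast genes, 5 of the 16, were kept in every refit. Adjusted over the list alone, 3 heat shock, 2 keratinocyte and 1 of the study genes for antibody production were called lower and 1 mast cell gene higher, and no member of the other 12. Mean levels overlapped between the Young TBI and Young Sham libraries for each called list but heat shock, macrophage, fibroblast, skeletal muscle and keratinocyte genes. The other 30 lists, collagens (0.72) and matrix genes (0.206) among them, gave adjusted p-values of 0.201 to 0.976.

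The comparison of Aged TBI with Aged Sham asked the same of aged mice. Choroid plexus genes fell. Tmem72, a membrane protein of the choroid plexus list, fell from 84.9 ± 23.1 to 18.8 ± 11.9 CPM (−2.17 ± 0.45, adjusted p = 0.0802, chromosome 6, 116679063 to 116716913), and the carbonic anhydrase Car12 from 84.7 ± 23.2 to 21.4 ± 14.9 CPM (−1.98 ± 0.45). Of 16 choroid plexus genes 10 fell, and 14 when adjusted over the list alone, with a median of −1.61 (adjusted p = 2.55e-16 by camera, adjusted p = 0.331 with an estimated correlation). Daw1, which helps to assemble the dynein arms of cilia, fell from 1.33 ± 0.707 to 0.226 ± 0.102 CPM (−2.51 ± 0.51), Trp73, a p53 relative needed for multiciliated cells, from 6.63 ± 2.79 to 1.44 ± 1.04 CPM (−2.18 ± 0.52), and the amino acid transporter Slc7a10 from 17 ± 4.82 to 3.5 ± 2.73 CPM (−2.27 ± 0.47). Ttr, the transthyretin of choroid plexus, named after its values were seen, stood at 2898 ± 414 CPM in Aged Sham and 1160 ± 580 CPM in Aged TBI (−1.32 ± 0.34, adjusted p = 0.109).

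Fewer genes were higher in Aged TBI. Mcpt4, a chymase of connective tissue mast cells, rose from 119 ± 23.5 to 199 ± 53.6 CPM (0.74 ± 0.17, adjusted p = 0.0833, chromosome 14, 56059629 to 56062313). It was the only mast cell gene of 11 called over all genes, and 8 were called when adjusted over the list alone (median 0.56, adjusted p = 6.48e-07 by camera, adjusted p = 0.389 with an estimated correlation). The guidance receptor Epha3 rose from 94.4 ± 9.33 to 146 ± 25.8 CPM (0.63 ± 0.11), the transcription factor Foxd1 from 128 ± 6.29 to 193 ± 30.2 CPM (0.59 ± 0.11) and Ighv1-54, an immunoglobulin variable segment, from 0.341 ± 0.337 to 3.02 ± 2.18 CPM (3.18 ± 0.65). The complement protease C2 rose from 11.3 ± 1.08 to 16.1 ± 1.01 CPM (0.51 ± 0.12, adjusted p = 0.0943), and C1ra, which starts the classical pathway, by 0.24 ± 0.06. The type IV collagen genes Col4a3 (7.74 ± 0.918 to 3.82 ± 0.386 CPM, −1.02 ± 0.16) and Col4a4 (−0.93 ± 0.21) and the laminin gene Lamb1 (−0.6 ± 0.12) fell, whereas Col4a1 and Col4a2 were not called, and so did the tight junction genes Tjp3 (−1.27 ± 0.29) and F11r (−0.38 ± 0.08). None of these falls was called with the choroid plexus level of each library as a covariate, a setting chosen after seeing the data. That level differed between the 2 groups, so these falls were not told apart from the amount of choroid plexus. Of the genes named by the study, C2 alone was called in the reported fit. Values for others were 0.5 for Jchain (adjusted p = 0.443), 0.22 for Igkc (0.661), 0.12 for Ifit1 (0.84), −0.42 for Col4a1 (0.412), −0.42 for Jup (0.173) and 0.46 for Cxcr6 (0.285).

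**Figure D4:**
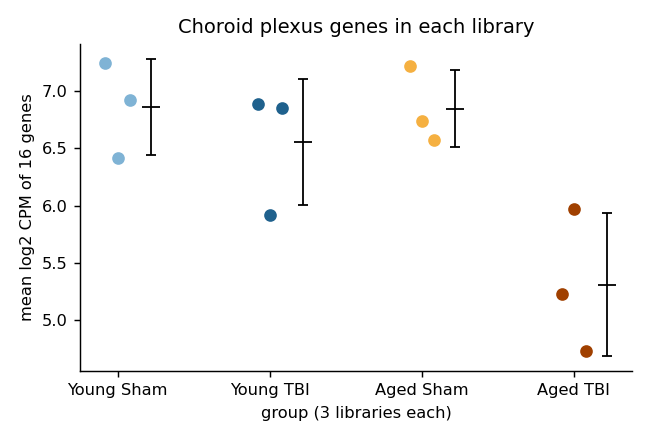
Mean log2 CPM of the 16 choroid plexus genes in each library (points), with the mean and SD of 3 libraries beside them (black marks and bars). The mean was 6.86 in Young Sham, 6.56 in Young TBI, 6.85 in Aged Sham and 5.31 in Aged TBI.

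In all, edgeR called 301 genes with injury in aged mice, 71 higher and 230 lower, with a median absolute log2 fold change of 0.69 (4 rose and 116 fell over 2-fold) and a lowest adjusted p of 0.0802. At an adjusted p under 0.05 edgeR called 0, with 2633 genes at an unadjusted p under 0.05, while DESeq2 called 636 and limma voom 316 at 0.1. The libraries of the groups did not overlap for any of the 301, and for 17.3% of all genes against a chance share of 10%. The count fell to 0 without Young Sham 3, Young TBI 1, Young TBI 3, Aged Sham 2 or Aged TBI 1, and to 1 without Aged TBI 3. It held 35 and 45 higher genes without Young Sham 1 and 2, and 140 lower genes without Aged Sham 1. Every gene named for this comparison so lost its call in at least 1 of these refits, as Tmem72 with adjusted p = 0.124, 0.111, 0.116, 0.103, 0.134, 0.215 and 0.209 without Young Sham 3, Young TBI 1, Young TBI 3, Aged Sham 1, Aged Sham 2, Aged TBI 1 and Aged TBI 3. Without Aged Sham 3, the library high in Gh and Ibsp, 287 genes were called, of which 193 were among the 301. With the replicate block 56 were called, all among the 301.

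**Figure D5:**
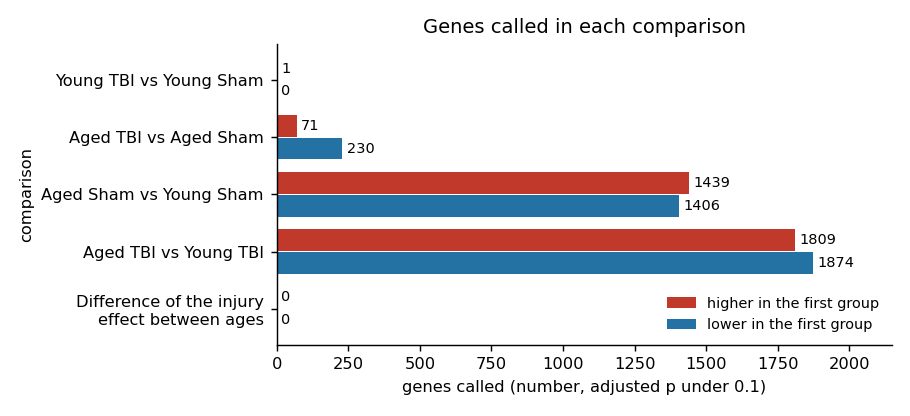
Number of genes called at an adjusted p under 0.1 in each comparison (bars from 0), split into higher and lower in the first group named. The age comparisons called 2845 and 3683 genes, injury 1 in young and 301 in aged mice, and the interaction 0.

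With injury in aged mice, camera called 14 lists, 7 higher and 7 lower, and 0 of them with an estimated correlation. Higher beside mast cell genes were macrophage (adjusted p = 0.00204, 0.584 with an estimated correlation), skeletal muscle (0.00541 and 0.795), keratinocyte (0.0156 and 0.331), neutrophil (0.0654 and 0.867) and T cell genes (0.0772 and 0.825), and the study genes for immune activation (0.00653 and 0.227). Of genes picked for these libraries after their values were seen, Acta1, skeletal muscle actin, stood at 410 CPM in Aged TBI 2 and 5.78 CPM at the lowest in that group, and Krt5, a keratin of skin, at 46.2 CPM in Aged TBI 1. Lower beside choroid plexus were cell junction (0.000267 and 0.378), endothelial (0.00204 and 0.656), heat shock (0.0265 and 0.495), arachnoid and pial (0.0323 and 0.641) and lymphatic endothelial genes (0.0429 and 0.629), and the study genes for matrix and junctions (0.0577 and 0.649). Adjusted over the list alone, 14 of 14 skeletal muscle, 6 of 8 keratinocyte and 5 of 20 macrophage genes and 2 of the study genes for immune activation were called higher. For cell junctions 8 of 32 were then lower and 2 higher (2 lower over all genes), and 2 lymphatic genes and 1 of the study genes for matrix and junctions were lower. Mean levels overlapped between the Aged TBI and Aged Sham libraries for mast cell, T cell, neutrophil, arachnoid, endothelial and lymphatic genes and the study genes for matrix and junctions. The other 32 lists gave adjusted p-values of 0.107 to 0.987, among them immunoglobulin constant genes (0.149, median 0.33), type I interferon (0.296, median 0.07), collagens (0.486) and matrix genes (0.42). Interferon genes were higher without Aged TBI 3 (1.05e-12), and immunoglobulin constant genes without Young Sham 2 (0.0922), Aged TBI 2 (0.0276) or Aged TBI 3 (0.0168), whereas matrix genes were lower without Aged Sham 2 (0.0415). Of the 14 calls, those of choroid plexus, mast cell, cell junction and keratinocyte genes and of the study genes for immune activation were kept in every refit. The others were lost for heat shock without Aged Sham 1 (0.221), macrophage (0.137) and endothelial genes (0.357) without Aged TBI 1, lymphatic genes without Aged Sham 3 (0.57), skeletal muscle without Aged TBI 2 (0.229), and the study genes for matrix and junctions without Aged Sham 3 (0.701) or Aged TBI 3 (0.129). T cell genes were not called without Aged Sham 1 (0.606), Aged Sham 3 (0.202), Aged TBI 1 (0.569) or Aged TBI 2 (0.22), neutrophil genes without Aged Sham 1 (0.781), Aged TBI 1 (0.189) or Aged TBI 2 (0.269), and arachnoid genes without Aged Sham 2 (0.159), Aged Sham 3 (0.216) or Aged TBI 1 (0.103).

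Whether injury acted differently at the 2 ages was tested by the interaction. In edgeR 0 genes were called, with a lowest adjusted p of 0.643 and 1386 genes (7.6%) at an unadjusted p under 0.05, and limma voom called 0. DESeq2 called 5, chosen here after their values were seen and given as the edgeR difference, then the change in young and in aged mice. The difference was positive for Kcne4 (1.6 ± 0.32, −1.23 and 0.37) and the transcription factor Foxp2 (0.53 ± 0.1, −0.07 and 0.46). It was negative for Bpifb4 (−3.86 ± 0.72, 4.25 and 0.38), the kinesin Kif1a (−0.78 ± 0.14, 0.1 and −0.68) and Plekha6 (−0.57 ± 0.1, 0.21 and −0.36). The injury comparisons shared 0 called genes in either direction (r = 0.132 and rho = 0.118 across genes). Of the 301 genes called in aged mice, 84.7% had the same sign in young mice, with a median absolute log2 fold change of 0.69 in aged and 0.16 in young mice, and 245 had an unadjusted p under 0.05 in the interaction. Because these genes were selected for their change in aged mice, which is one side of the interaction, smaller values in young mice and low p-values of that kind follow in part from the selection and are no test of a difference. Nor are their signs independent. Of the 301, 230 were lower, with a median correlation of 0.87 with the choroid plexus level for those outside that list, over within-group deviations of the libraries other than Aged TBI. In young mice the choroid plexus list turned from lower to higher without Young TBI 2. Choroid plexus genes differed most by camera (median difference −1.27, 14 of 16 members lower adjusted over the list alone, adjusted p = 5.37e-11, adjusted p = 0.462 with an estimated correlation). Immunoglobulin constant genes differed by 0.89, with medians of −0.39 in young and 0.33 in aged mice (3 of 13 higher adjusted over the list alone, adjusted p = 0.0289, adjusted p = 0.482 with an estimated correlation), and that call was lost without Young Sham 3 (0.11). In all 13 lists were called and 33 were not, at adjusted p-values of 0.132 to 0.989 for the latter. Matrix glycoprotein and remodelling genes, at 0.132, were called lower by camera in 6 of the refits that left out 1 library. Those adjusted p-values ran from 0.0056 without Young Sham 3 to 0.0712 without Aged TBI 1. Differences for genes named by the study, none of them called, included 0.89 for Igkc, 1.2 for Jchain, 0.01 for Ifit1, −0.53 for Col4a1 and −0.52 for Jup.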

Values the study reported

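At an FDR under 0.1 with DESeq2, the study counted 22 differentially expressed genes between Young Sham and Young TBI and 364 between Aged Sham and Aged TBI. It counted 1772 genes between Young Sham and Aged Sham and 2936 between Young TBI and Aged TBI. Of the age differences in injured mice, 917 downregulated and 639 upregulated genes appeared in no other comparison, whereas 595 downregulated and 592 upregulated genes were shared with the sham mice of both ages.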

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

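The tests of choroid plexus amount on the genes called lower and higher in Aged TBI, and the bound on its standard error, were chosen only after the results were seen, as was the use of the choroid plexus level as a covariate, whose bound on counts was set before its fit but after the levels themselves were looked at.

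Lists are given here because the effect of injury on them differed between young and aged mice in the interaction test, with 0 of their genes called by edgeR. With an estimated correlation their adjusted p was 0.185 to 0.879, so none of these 13 calls was kept there. By fry the adjusted p was 0.0448 for keratinocyte genes and 0.0206 for the study genes for immune activation, which were chosen on these libraries, and 0.231 to 0.866 for the other 11 lists. Adjusted over the list alone, 14 of 16 choroid plexus, 6 of 8 keratinocyte and 3 of 13 immunoglobulin constant genes were called, 2 of the study genes for antibody production, 1 each of cell junction, endothelial and lymphatic genes and the study genes for matrix and junctions, and 0 in the other 5 lists. Choroid plexus genes had medians of −0.32 in young and −1.61 in aged mice (adjusted p = 5.37e-11, 16 of 16 members below 0 in the difference). Skin keratinocyte genes had −0.47 and 0.53 (adjusted p = 0.00113), with Krt5 at 39.9 CPM in Young Sham 2 and 46.2 CPM in Aged TBI 1. Mast cell genes had 0.17 and 0.56 (0.0191), T cell genes −0.09 and 0.2 (0.0544), and immunoglobulin constant genes −0.39 and 0.33 (0.0289, and 0.11 without Young Sham 3). Lower differences were seen for cell junctions (0 and −0.12, adjusted p = 0.00397), lymphatic endothelial genes (0.1 and −0.37, 0.0429), endothelial genes (−0.01 and −0.14, 0.0517) and endoplasmic reticulum stress (0.03 and −0.06, 0.0943). Immediate early genes had −0.54 and −0.15 (0.0517), with Young Sham 2 apart from the other Young Sham libraries, and were not called without it (0.81) or without Young TBI 1 (0.149), Aged Sham 1 (0.335), Aged Sham 2 (0.481), Aged TBI 1 (0.198) or Aged TBI 2 (0.162). The genes that the study named gave −0.66 and 0.22 for antibody production (0.0351), 0.08 and −0.42 for matrix and junctions (0.039) and −0.11 and 0.34 for immune activation after injury (0.00387). Only choroid plexus, keratinocyte and cell junction genes and the study genes for immune activation, 4 of the 13, were called in every refit that left out 1 library. Mast cell genes were lost without Aged Sham 1 (0.154) or Aged TBI 1 (0.187), the study genes for antibody production without Young Sham 3 (0.131) or Aged TBI 1 (0.118), those for matrix and junctions without Aged Sham 3 (0.3), and lymphatic genes without Young Sham 1 (0.113), Young TBI 1 (0.116) or Aged Sham 3 (0.325). Endothelial genes were lost without Young TBI 1 (0.252), Aged Sham 2 (0.323), Aged Sham 3 (0.199) or Aged TBI 1 (0.846), and T cell genes without Young Sham 2 (0.328), Young TBI 1 (0.167), Young TBI 2 (0.221), Aged Sham 1 (0.367), Aged Sham 3 (0.113) or Aged TBI 1 (0.322). Endoplasmic reticulum stress was lost without Young Sham 2 (0.328), Young Sham 3 (0.103), Young TBI 1 (0.117), Young TBI 3 (0.281), Aged Sham 1 (0.171), Aged Sham 3 (0.188) or Aged TBI 3 (0.253).

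Genes lower in Aged TBI than in Aged Sham may reflect the amount of choroid plexus in the libraries, as a hypothesis. Over within-group deviations of the 9 libraries other than Aged TBI, the 220 of them outside the choroid plexus list had a median correlation of 0.87 with the choroid plexus level, and 65.5% exceeded 0.7 against 5.9% of all genes. With that level as a covariate the median log2 fold change of the 230 genes moved from −1.02 to −0.23, with a median standard error of 0.21 before and 0.19 after. However, 10 of the 230 belong to the list that defines the level. The level itself also differed between the groups (mean log2 CPM 5.31 in Aged TBI and 6.85 in Aged Sham). Part of this move is therefore built in, and it is no separate evidence for the hypothesis. Genes higher in Aged TBI had a median correlation of 0.06 and a log2 fold change of 0.33 before and after, which argues against the same source for them, while their calls ended with a standard error that went from 0.07 to 0.12. Whether choroid plexus was carried along at dissection or was changed by injury in aged mice was not tested.

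More genes were called after injury in aged than in young mice, 301 against 1. Library depth is argued against, since 220 and 1 genes were called after thinning to the smallest total. Choroid plexus amount cannot be told apart from an effect of age on the response, because 1 gene was called in each comparison with the covariate, as that source requires, but the median standard error of all genes rose 1.64 times. The 10 splits of each set of 6 libraries are too few for a share under 0.05: the real aged split called 301 genes and the highest other 2, and 1 of the 10 gave as many, while the real young split called 1, the highest other 2, and 2 of the 10 gave as many. For the interaction the real count was 0, so that all 100 relabellings gave as many by construction and nothing follows about chance. The highest other called 476, and grouped Young Sham 1, Young Sham 3 and Young TBI 1 with Aged TBI 1 to 3. It kept the aged groups whole with their labels swapped, so its contrast contains the real injury difference in aged mice. No conclusion is drawn from that count.

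Genes called between aged and young mice could owe to age or to a different supplier or substrain of the aged mice, and the design confounds these, though the aged colonies descend from those of the supplier of the young mice. Nnt, part of which is deleted in 1 common substrain, was 1.44 times higher in aged libraries by library totals and 1.38 times by TMM, on 2 to 10 counts per library, between the bounds of 1.2 and 2 set for the test. Such low counts decide nothing, and Nnt could bear on that deletion alone and not on supplier. Supplier therefore cannot be told apart from age. Library depth is argued against, since 82.4% and 86.7% as many genes were called after thinning in sham and injured mice. The real splits called 2845 and 3683 genes and the highest others 0 and 1, so 1 of 10 splits gave as many in each, and 10 splits are too few for a share under 0.05. Age itself stays open as an untested explanation.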

How the results depend on the processing

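The choroid plexus covariate and DESeq2 on every gene with a count were chosen after seeing the data, and the cause of each change below was not tested except where fewer libraries or a stricter threshold explain it. A value not called in either setting counts as unchanged here whatever its sign. Counts are given as higher and lower genes. For injury in young mice they were 5 and 3 with no filter, 4 and 5 with DESeq2, 4 and 4 with DESeq2 on every gene with a count, 0 higher with limma voom, 3 higher with only the 6 libraries compared and 0 at an adjusted p under 0.05. For injury in aged mice they were 225 and 481 with no filter, 157 and 479 with DESeq2, 154 and 479 with DESeq2 on every gene, 1 and 69 with only the 6 libraries, 0 and 0 at 0.05, 7 and 49 with the replicate block, and 1 and 0 with the choroid plexus level as a covariate, and 43 were higher after thinning to the smallest total. With age in sham mice they were 904 and 883 with only the 6 libraries and 855 and 900 at 0.05. With age in injured mice 3195 were higher by library totals alone and 1149 at 0.05, and the covariate gave 301 and 253. For the interaction they were 3 and 2 with no filter, 2 and 3 with DESeq2 and 1 and 3 with DESeq2 on every gene. Genes shared by the age comparisons were 1221 and 523 by library totals alone, 499 and 515 at 0.05, and 219 and 183 with the covariate.

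Of the 230 list tests 0 were called with an estimated correlation and 52 by fry. With an estimated correlation the adjusted p in sham and injured mice of both ages was 0.107 and 0.107 for immunoglobulin constant genes, 0.462 and 0.481 for interferon, 0.259 and 0.185 for collagens and 0.385 and 0.331 for matrix genes. In young injury, immunoglobulin genes gave 0.577 with it, 0.519 by fry and 0.13 by library totals alone, and interferon genes 0.909, 0.926 by fry and 0.223 with no filter. In aged injury immunoglobulin genes gave 0.0295 with no filter and 0.0903 with the block. In the interaction they gave 0.482 with an estimated correlation and 0.371 by fry, and matrix genes 0.097 with the block. The replicate numbers do not pair the libraries: the 18 pairs correlated at −0.183 to 0.111, with 1 over 0.1. Beside the changes above, the block took the call from 36 named gene values and gave it to 1, and called 9 other lists.

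Leaving out each library in turn gave 0 to 2 and 0 to 1 genes for young injury, 0 to 79 and 0 to 278 for aged injury, 576 to 1911 and 650 to 1733 for age in sham mice, 959 to 2226 and 1158 to 2269 for age in injured mice, 0 for the interaction, 427 to 911 and 467 to 922 for genes shared by the age comparisons and 0 shared by the injury comparisons. List calls ran from 94 to 120. In the order immunoglobulin, interferon, collagens and matrix, the adjusted p ran from 0.00168 to 0.326, 0.00451 to 0.671, 0.0436 to 0.894 and 0.00155 to 0.981 in young injury, from 0.0168 to 0.932, 1.05e-12 to 0.608, 0.255 to 0.81 and 0.0415 to 0.948 in aged injury, and from 0.00251 to 0.11, 0.00022 to 0.858, 0.06 to 0.981 and 0.0056 to 0.868 in the interaction. In the same order it ran from 1.03e-12 to 1.29e-08, 4.34e-28 to 2.53e-14, 9.1e-08 to 0.000179 and 3.61e-18 to 2.56e-07 with age in sham mice, and from 2.95e-14 to 4.82e-10, 6.75e-35 to 7.33e-12, 5.27e-10 to 5.5e-07 and 9.92e-16 to 1.74e-11 in injured mice, so these 8 calls were kept in each refit. In young injury collagens were called without Young Sham 3 (0.0436) and matrix genes without Young Sham 3 (0.00155) or Young TBI 3 (0.027). Shares of variance ran from 35.8 to 39.9% for age, 7.34 to 10.6% for injury and 5.35 to 10.2% for the interaction. Directions reversed for interferon genes in the interaction without Aged TBI 3 (0.00022, higher), where they were lower without Aged TBI 1 (0.0235) or Aged TBI 2 (0.0842), and in young injury for erythroid genes without Young Sham 1 (0.999, range 0.000124 to 0.999) and, as Gene list tests: choroid plexus genes, Young TBI vs Young Sham, without Young TBI 2 (0.879, range 1.16e-07 to 0.879). Without Aged TBI 2 the results named Gene list tests: skeletal muscle genes, Aged TBI vs Young TBI (0.0194, range 0.0194 to 0.961), Gene list tests: skeletal muscle genes, Difference of the injury effect between ages (0.0891, range 0.045 to 0.667) and Gene list tests: antigen presentation, Aged TBI vs Aged Sham (0.0998, range 0.0665 to 0.991) turned lower. Without Aged Sham 3 the log2 fold changes named Gh, Aged Sham vs Young Sham and Ibsp, Aged Sham vs Young Sham were −1.74 and −0.14, the lowest of ranges that reached 11.46 and 3.08. Of 255 called values of named genes, 147 stayed called with each library left out in turn and 143 in every alternative run for them. DESeq2 took the call from 11 of these values, limma voom from 27 and the fit of only the 6 libraries from 47, with 0 reversed by these 3.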

Other observations

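The genes and variable segments named here were chosen after their values were seen, and no test of an explanation was run on them.

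Trank1, which lies near variants tied to bipolar disorder, rose with age from 3.57 ± 0.845 to 30.8 ± 8.5 CPM in sham mice (3.08 ± 0.26, adjusted p = 0.000239) and by 3.62 ± 0.27 in injured mice (SD and SE, n = 3). Scgn, a calcium-binding protein of neuroendocrine cells, had the lowest adjusted p of both age comparisons (3.37 ± 0.18, adjusted p = 7.14e-06, and 2.94 ± 0.18, adjusted p = 3.42e-05). Npy, the neuropeptide Y of sympathetic nerves, rose by 2.73 ± 0.45 and 3.01 ± 0.44. C130026I21Rik on chromosome 1 (84992690 to 85270566) rose by 2.95 ± 0.39 and 3.39 ± 0.39, and AC167036.2 had 0 counts in each of the 6 young libraries and 3 to 10 in each aged library. None of the 4 tested genes was called by edgeR with injury in either age.

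Heavy chain variable segments, counted as the effective number in use, were 13.4 ± 9.28 in Young Sham, 16.5 ± 5.73 in Young TBI, 18.9 ± 6.96 in Aged Sham and 14 ± 4.81 in Aged TBI (SD, n = 3). In Young Sham 2 the number was 3, with Ighv7-3 at 56.6% of 874 heavy variable counts, and Ighv1-26 took 25.9% of them in Aged TBI 1.

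With DESeq2 on every gene with a count, 8 genes were called between Young TBI and Young Sham. That is fewer than the study counted. The same test called 633 genes between Aged TBI and Aged Sham. That is more than the study counted. It called 2583 genes between Aged Sham and Young Sham and 3270 between Aged TBI and Young TBI, with 694 genes higher and 809 lower in both. The totals of 2583 and 3270 are also more than the study counted. The 694 and 809 include any gene that was also called in an injury comparison. The shared genes counted by the study may leave such genes out, so the shared counts were not compared.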
